A study of Mus musculus with 16 samples. Its data were reported in "INFIMA leverages multi-omics model organism data to identify effector genes of human GWAS variants" (2021).

How the data were processed

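Pancreatic islets from 8 inbred mouse strains were profiled by ATAC-seq, in which a transposase cuts open chromatin and leaves sequencing adapters there, so that accessible regions collect reads. The strains were 129, AJ, B6, NOD, NZO, CAST, PWK and WSB. Each strain gave 1 female and 1 male sample, 16 samples in all, and the strain and the sex of each came from the labels. The grouping of the strains into 5 classical (129, AJ, B6, NOD and NZO) and 3 wild-derived strains (CAST, PWK and WSB) was taken from the text of the study.

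Per the methods of the study, the authors trimmed adapters with cutadapt, aligned read pairs to mm10 with bowtie2, removed unmapped, mitochondrial and duplicated reads, and called peaks with MOSAiCS at a false discovery rate of 0.05. A shift of read ends for the cut of the transposase was not stated there. Peaks were called in each sample on its own, which gave the 16 sample lists used here. For each strain, the authors also ran an irreproducible discovery rate (IDR) analysis, which scores how well the ranks of peaks repeat between the female and the male, and this gave 8 strain lists. The deposited signal in a sample list is the whole-number signal at the summit of a peak, and it was not scaled to sequencing depth. In a strain list, the deposited signal equals the sum of the summit signals of the female and the male peak. The sample lists also carry a deposited mean signal, of which the files do not say what it averages, so it served as an alternative measure alone. The deposited significance of a peak is a −log10 p-value, and the IDR of a strain-list peak is likewise on a −log10 scale. The study states a mean number of reads over all samples with a spread. Read totals of single samples were not in the lists, so the depth behind a single sample's values is unknown here and no interval that needs a count is given.

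The methods of the study set the IDR at 0.05, but the deposited strain lists held 694509 peaks, of which 289994 (41.8%) had an IDR above 0.05. These were removed. The lowest 10% of the remaining peaks by signal was then removed from each strain list, as the methods describe, and the 8 lists were merged where peaks touched or overlapped. A strain had a region if its list overlapped it by at least 1 base. The later trimming of the study against chromatin states, and its list of excluded regions, were not used here. Peaks on chromosome Y were left out of every comparison and are given separately.

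For comparisons of samples, the 16 sample lists were merged into 362076 regions with a median width of 200 bases, the widest being 147947 bases. The highest summit within a region was the signal of a sample there. The limma fits used the 42427 regions with a peak in all 16 samples, of which 1487 lay on chromosome X. Values were log2(signal + 1), centred on the median of each sample over those regions, because the deposited values carry no common scale. Centring assumes that the typical shared region is alike in all samples, so a fold change is relative to that median, and it is understated where the signal is low. Scaled signal, where it is printed, is the summit signal divided by the same median, with 0 where no peak was listed. A listed 0 means that no peak passed the authors' threshold and not that the region was closed. The signals of separately called lists were compared in this scaled or centred form, with 2 exceptions. These were the fits with no centring and the median summit signals of whole lists, which carry no common scale.

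Strain was tested with limma's moderated F test and sex with its moderated test, both in a model of strain and sex. The strain classes were compared with limma on the 8 strain means. Calls needed a Benjamini-Hochberg adjusted p-value under 0.05. The study tested sex with strain in the model, as here, but its methods tested strain with no sex term and on read counts, whereas the lists hold signal. The fit of strain class was added here. All other tests with a printed p-value were exact. Sexes were compared by the 256 sign flips over the 8 strains or the exchanges of the sexes within strains, strain classes by the 56 splits of the 8 strains into 5 and 3, and same-strain pairs by the 40320 pairings of females with males. The smallest p-values these can give are 0.0078 for the sign flips and the exchanges, 0.0179 for the splits and 2.48e-05 for the pairings. Tests of similarity between lists and of the share of single-strain regions were one-sided, and so was the count of regions listed in one sex. The others were two-sided. The strain was the unit for strain classes, since both sexes of a strain share a genome.

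Peak overlap between samples was measured by the Jaccard index, the number of bases in both lists divided by the number in either. Regions were annotated with GENCODE M21 on GRCm38, the same assembly as mm10. The last peak base on each chromosome lay within the length of the reference chromosome. Promoters were regions within 3 kb of a transcription start site (TSS), followed in order by exon, intron and intergenic. GC content came from the reference sequence. Chromosome Y regions were matched to the other chromosomes with minimap2 2.31, and a match had to cover at least 0.5 of the region at an identity of at least 0.9. All coordinates are 1-based on mm10.

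The regions named in the text were set by a rule written before the data were examined. It took, for the genes Adcy5, Nomo1, Abcc8, Kcnj11, Pdx1 and Kcnq1 that the study named, the promoter region and the region with the largest difference between strains, Xist as a check of the sex labels, and up to 3 regions per direction with the smallest adjusted p-value for sex and for strain class. Regions chosen otherwise are marked as such. The largest difference was ranked on log2(scaled signal + 0.1), which can pick weakly called regions.

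The limma scripts were tested on simulated data with 42427 regions, of which 200 were changed. A change of 1.5 (log2) in 1 of 8 strains was recovered in 0% of changed regions, and a change of 2 in 4 of 8 strains, simulated after that outcome, in 91.5%. A sex difference of 1 was recovered in 67.0% and a strain class difference of 1.5 in 50.5%. In each of the last 3 simulations 7 unchanged regions were called. The settings for strain differed in both the number of strains and the size of the change, and larger changes in 1 strain were not simulated. With 200 changed regions the adjustment is also stricter than in the data, where a strain effect was called in 14823 regions. The rates for strain thus do not give the power there. Noise was drawn separately for each region, so the unchanged regions called do not show the effect of differences between whole libraries.

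Alternatives were a stricter significance threshold (a −log10 value of at least 3.52, the median over the pooled sample lists), equal numbers of peaks (80392 per sample or 30588 per strain), other trimming, merging and promoter widths, other centring, other region sets, limma-trend, and leaving out each strain or sample in turn. Those added after the data were seen were the lists with no IDR filter, a coverage of at least 0.5 of a region, leaving out peaks over 5 kb, the deposited mean signal, and centring within 20 bins of GC content. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1.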

Results

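The data were ATAC-seq peak lists from pancreatic islets, with 1 female and 1 male sample from each of 8 inbred mouse strains. With chromosome Y left out, the sample lists held from 80392 peaks in the AJ male to 173735 in the WSB female. They covered from 34.1 Mb in the AJ male to 84.6 Mb in the WSB female. The median summit signal of a list ranged from 10 in the PWK male to 40 in the NOD female. Read totals were not in the lists, so the depth of each single sample is unknown here. No batch was given in the labels. A strain value below is the mean of its female and its male, which are the only replicates of a strain.

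To ask whether strain classes differed in the extent of accessible chromatin, peak numbers were averaged over the sexes of each strain. The wild-derived strains had 146014 ± 8537 peaks (SD, n = 3 strains) and the classical strains 105569 ± 16685 (n = 5), a difference of 40446 (exact permutation test over 56 splits, two-sided, p = 0.0357). Within the classical strains, NZO had the most peaks (128830 ± 23984, n = 2) and AJ the fewest (90366 ± 14105, n = 2). The bases covered by peaks also differed, by 23.1 Mb (exact p = 0.0179, the smallest this test can give). Under the stricter significance threshold the difference in peak number was 18789 and no longer past the threshold of the test (exact p = 0.0714). The same held without the NZO female, where the difference was 37054 (exact p = 0.0714), and without the PWK male, where it was 36662 (exact p = 0.0536). No difference in peak number between the sexes was detected. The log2 ratio of female to male peaks was 0.02 ± 0.25 (SD, n = 8 strains), with more peaks in the female in 4 of 8 strains (exact sign-flip test, two-sided, p = 0.828), and on the autosomes alone its mean was -0.00030.

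**Figure D1:**
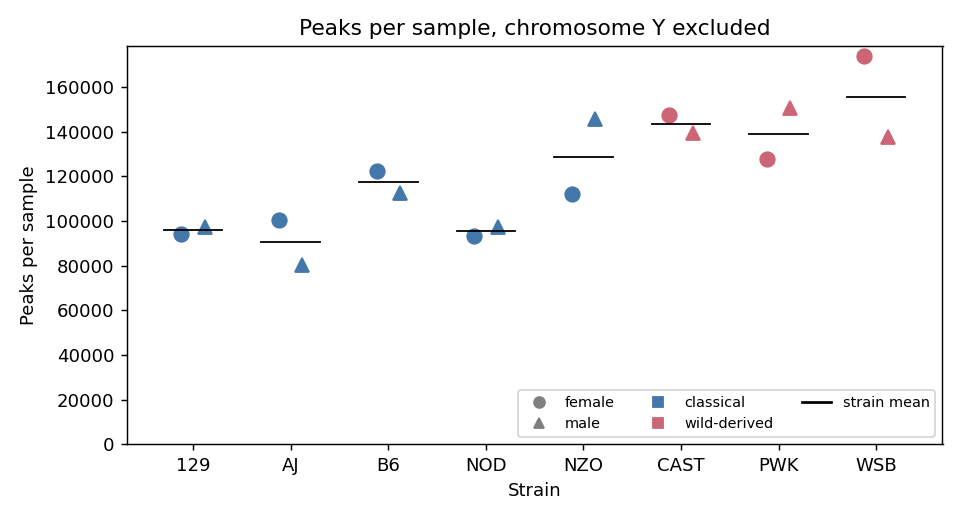
Number of peaks per sample (y axis) for each strain (x axis), with females as circles, males as triangles and the strain mean as a line. The 3 wild-derived strains lie at means of 139157 to 155576 peaks, above the 5 classical strains, among which NZO comes closest at 128830.

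To determine whether the female and the male of a strain gave similar lists, their overlap was compared with that of other pairs. The Jaccard index was 0.557 ± 0.0946 (SD, n = 8 pairs) for the female and the male of a strain. It was 0.442 ± 0.0788 (56 pairs) for a female and a male of different strains. The real pairing gave the highest mean of all 40320 pairings (exact permutation test, one-sided, p = 2.48e-05, the smallest this test can give). Equal numbers of peaks per sample raised the same-strain index to 0.622 with the same p-value. The same-strain index was lowest in PWK (0.398) and NZO (0.462) and highest in NOD (0.676) and CAST (0.669). For 12 of 16 samples the most similar list came from the other sex of its own strain. The exceptions were the 129 male, the AJ female, the NZO female and the PWK female.

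**Figure D2:**
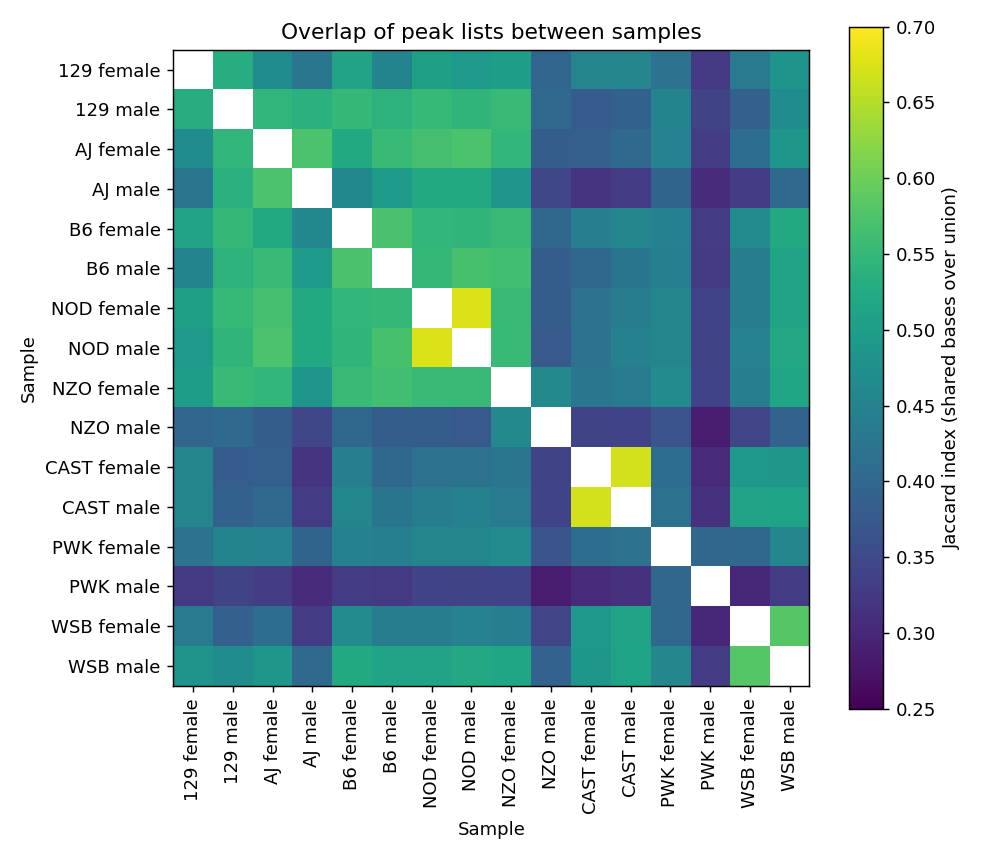
Jaccard index, from 0 to 1 with no unit, between the peak lists of all pairs of the 16 samples (both axes), with the diagonal left white. Same-strain pairs are brightest in NOD (0.676) and CAST (0.669), and the PWK male and the NZO male have low values with nearly all other samples.

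The study compared the grouping of the samples with the relatedness of the strains. Pooled over both classes, strains of the same class overlapped more than strains of different classes, by 0.0667 in the Jaccard index (exact permutation test over 56 splits, one-sided, p = 0.0179, the smallest this test can give). The 10 pairs of classical strains had a mean index of 0.499 ± 0.0371 (SD). The 3 pairs of wild-derived strains had a mean of 0.412 ± 0.0766, and the 15 pairs of a classical with a wild-derived strain had a mean of 0.412 ± 0.0387. The pooled excess thus came from the classical pairs. On average, wild-derived strains overlapped each other no more than they overlapped classical strains. The wild-derived pairs were not alike. The samples of CAST and WSB had indices of 0.488 to 0.512 with each other, whereas those of PWK had 0.3005 to 0.4579 with the samples of CAST and WSB, the lowest of them with the PWK male. Of the alternatives to the choice of peaks, equal numbers per sample moved the difference most, to 0.0491 (exact p = 0.0179).

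Across the 42427 regions called in all 16 samples, the log2 summit signal of the female and the male of a strain had a mean Pearson's r of 0.924 ± 0.0441 (SD, n = 8 pairs) and a median of 0.920. Values ran from 0.848 in NZO to 0.972 in CAST. The mean over the 112 pairs of samples of different strains was 0.830 ± 0.0526. These r are across regions, which are not independent replicates, so no p-value is attached. On the linear scale the median within strains was 0.985.

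The strain lists were merged into 83805 regions. Of these, 21006 regions (25.1%) were present in all 8 strains and 22497 (26.8%) in 1 strain. Without the IDR filter, 38614 regions were in all strains, and 8855 were when at least 0.5 of a region had to be covered. CAST had 11418 single-strain regions, WSB 7838 and PWK 1590. The other strains had 621 (B6), 553 (NOD), 220 (129), 150 (NZO) and 107 (AJ). The wild-derived strains thus held 92.7% of the single-strain regions, the largest share of any 3 strains (exact permutation test over 56 splits, one-sided, p = 0.0179, the smallest this test can give). List length entered into this share. With the 30588 strongest peaks of each strain, the share was 54.0% (exact p = 0.0357) and single-strain regions numbered 1958 in PWK, 1862 in CAST, 1238 in NZO and 1030 in WSB. Among the 12635 regions present in 2 strains, 8226 were those of CAST and WSB. NZO was the strain most often missing from an otherwise shared region (3007 of 6586 regions present in 7 strains), followed by AJ (1769). This order changed with the lists. With no IDR filter AJ was missing most often (2977), then PWK (1881) and NZO (1655), and with equal numbers of peaks CAST (889), then NZO (786).

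**Figure D3:**
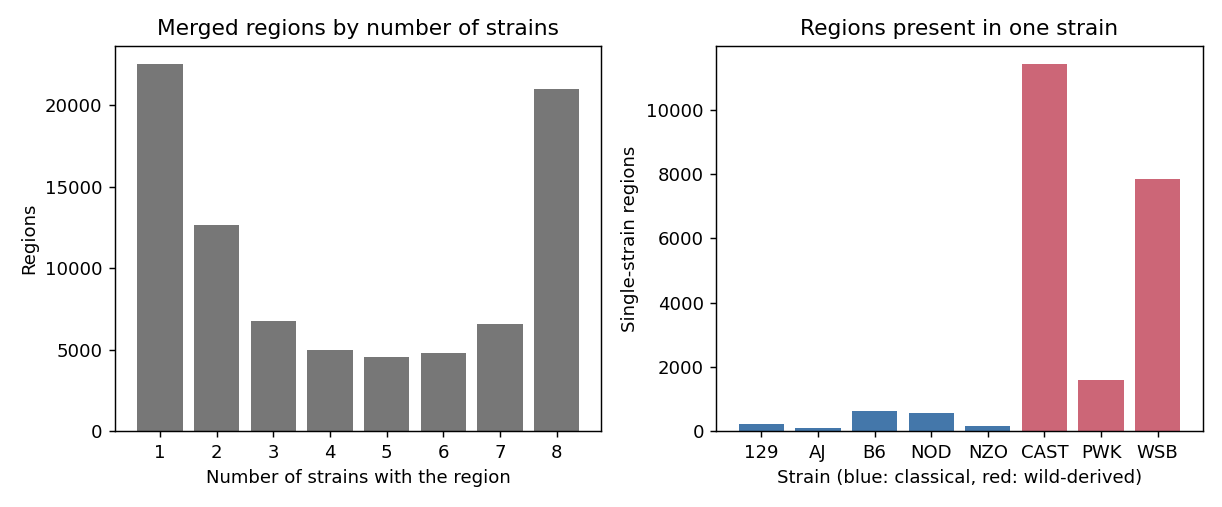
Left, number of merged regions (y axis) by the number of strains that have them (x axis). Right, the number of single-strain regions (y axis) in each strain (x axis), with CAST (11418) and WSB (7838) far above the classical strains, of which B6 has the most (621).

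Single-strain regions were compared with the regions of the same strain that were present in all 8 strains, within each strain's own list. Their median log2 signal was lower by a mean change of -1.66 ± 0.46 (SD, n = 8 strains), and it was lower in 8 of 8 strains (exact sign-flip test, two-sided, p = 0.0078, the smallest this test can give). This direction was favoured by the way the lists were made, because a region had to pass the peak threshold, the IDR and the signal trimming in every strain to count as present in all 8. The share of promoters was 51.4% among regions in all strains. In single-strain regions it fell below that value in 8 of 8 strains, by a mean change of -32.0 ± 5.52 percentage points (SD, n = 8, exact sign-flip test, p = 0.0078). The alternative that moved this most was the lists with no IDR filter, with -21.9 points (exact p = 0.0078). The 8 changes share 1 reference value, the 51.4% of regions in all strains. Those regions were also wider, with a median of 1527 bases against 378 in single-strain regions. A wider region reaches a promoter window more readily, and width was not adjusted for. Intergenic regions made up 34.2% of single-strain regions and 21.4% of regions in all strains.

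Sex was compared within strains. Peaks on chromosome X made up 4.27 ± 0.412% of the female lists and 3.11 ± 0.0814% of the male lists (SD, n = 8 each). The difference of 1.17 ± 0.416 percentage points had the same sign in 8 of 8 strains (exact sign-flip test, two-sided, p = 0.0078, the smallest this test can give). It was smaller under the stricter threshold (0.403 points, exact p = 0.0156) and with equal numbers of peaks (0.592 points, exact p = 0.0078). The region at the Xist TSS (chromosome X, 103480904 to 103484463) had a peak in 8 of 8 females and 3 of 8 males. Its scaled signal was 0.919 ± 0.233 in females and 0.0899 ± 0.137 in males (SD, n = 8 each, exact sign-flip test, p = 0.0078).

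**Figure D4:**
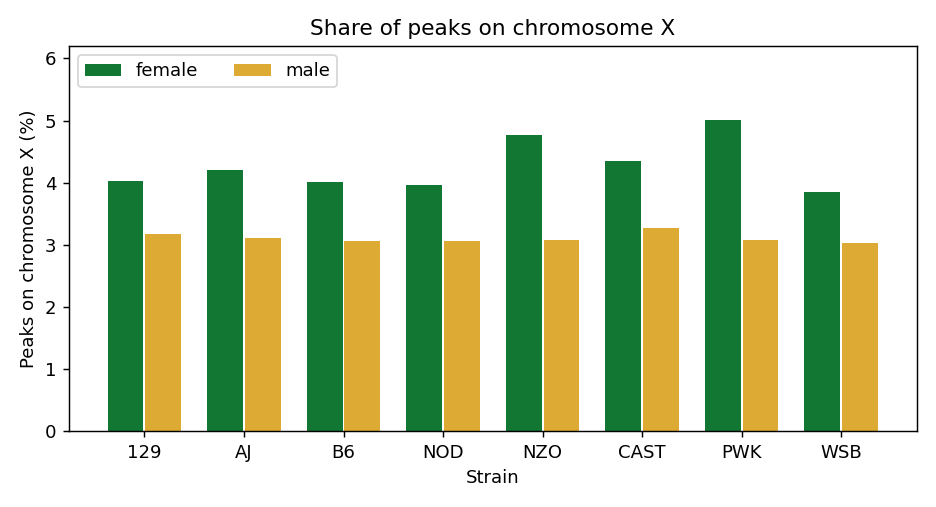
Share of peaks on chromosome X in percent (y axis) for the female and the male of each strain (x axis). Females lie between 3.85% and 5.01% and males between 3.03% and 3.27%, with the female above the male in every strain.

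A single region was called in all 8 females and in no male (chromosome X, 31719259 to 31720009, within 3 kb of a TSS of Btbd35f25), and none in all males and no female (exact permutation test over exchanges of the sexes within strains, one-sided, p = 0.0391). This count rested on single strains. Without each strain in turn it was 1 to 19 regions, and it was no longer past the threshold in 5 of the 8 fits (exact p up to 0.203). With 7 of 8 samples of a sex and at most 1 of the other, 53 regions were called (exact p = 0.0078), of which 51 were called in females, 46 of them on chromosome X, and 2 in males, 0 of them on chromosome X.

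Signal was then tested with limma in the 42427 shared regions. A strain effect was called in 14823 regions (34.9%) at an adjusted p-value under 0.05, and 21548 had an unadjusted p-value under 0.05. The share was 62.3% with no centring and 15.3% without CAST. For sex, 4 regions were higher in females and 0 were lower, and 1726 had an unadjusted p-value under 0.05. All 4 lay on chromosome X, and the female was higher in 8 of 8 strains in the 3 that the rule named. These were the promoter of Ddx3x (13279849 to 13299668, log2 fold change 0.99 ± 0.13 SE), an intron of Ftx (103615796 to 103617650, 0.94 ± 0.12) and the promoter of 5530601H04Rik (105069265 to 105070781, 1.06 ± 0.13). The remaining call, the promoter of Pbdc1 (105079138 to 105080733, 1.09 ± 0.13), was named because so few were called, after its values were seen. All 4 had the same limma adjusted p-value of 0.0343, so the rule did not rank the Pbdc1 region below the other 3. Regions called in at least 12 samples were also tested, which adds regions to the adjustment. The limma adjusted p-values of the 3 regions that the rule named were then 0.0536 to 0.0713. In that setting 3 regions other than these were called, all higher in females and all on chromosome X. Whether the Pbdc1 region was among them is not given here. No region was called without AJ, B6, CAST, NOD, PWK or WSB, where 1324 to 1863 had an unadjusted p-value under 0.05.

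For strain class, 14 regions passed limma's adjusted threshold, 3 higher and 11 lower in the wild-derived strains, and 5187 had an unadjusted p-value under 0.05. The count was 73 with no centring (38 higher and 35 lower) and 355 without WSB. It was 0 without 129 and 0 without the NZO female, where 4926 and 3862 had an unadjusted p-value under 0.05. The smallest adjusted p-value belonged to a lower region at a promoter of Mir6978 (chromosome 17, 57214478 to 57215325). There the scaled signal was 0.384 ± 0.124 in the 6 wild-derived samples and 2.44 ± 0.414 in the 10 classical samples (SD), with a log2 fold change of -2.69 ± 0.26 (SE, limma adjusted p = 0.0115). The other lower regions named by the rule were a promoter of Gm37140 (chromosome 1, 97877000 to 97878261, log2 fold change -2.07) and an intron of Gbe1 (chromosome 16, 70351457 to 70353367, -2.01), both with a limma adjusted p of 0.0127. The higher regions were intergenic ones at 22162 bp from a TSS of Fam50b (chromosome 13, 34761774 to 34762574, log2 fold change 1.87, limma adjusted p = 0.0127) and at 34504 bp from a TSS of Nectin1 (chromosome 9, 43708491 to 43709480, 1.81, adjusted p = 0.0367), and an intron of Hk1 (chromosome 10, 62311531 to 62312102, 1.59, adjusted p = 0.0391). Centring within bins of GC content raised the adjusted p-value of the Hk1 region to 0.0572.

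The genes that the study named were then examined, with 2 samples per strain. The promoter region of a gene was the region within 3 kb of its TSS that was called in the most samples. Those of Nomo1, Kcnj11 and Pdx1 overlapped the TSS, and those of Abcc8, Kcnq1 and Adcy5 did not. The Nomo1 promoter (chromosome 7, 46033361 to 46034548) had a peak in all 16 samples, and its scaled signal was highest in 129 (2.41 ± 0.373, SD) followed by PWK (1.84 ± 0.542) and CAST (1.75 ± 0.0546), with a limma adjusted p for strain of 0.0384. The Kcnj11 promoter lay in a merged region of 25620 bases (chromosome 7, 46095200 to 46120819) that reached into the 3′ end of Abcc8, so the signal cannot be assigned to either gene. Its adjusted limma p for strain was 0.0440, with the highest scaled signal in CAST (2.46 ± 0.143). The promoter regions of Abcc8 (46181575 to 46182046, limma adjusted p = 0.191) and Pdx1 (chromosome 5, 147269763 to 147271379, adjusted p = 0.388) had peaks in all 16 samples and no strain effect past the threshold. Under the stricter threshold the Abcc8 promoter region had a peak in 8 samples. In Kcnq1, the region with the largest difference (chromosome 7, 143367600 to 143368456) had a scaled signal of 0.256 ± 0.0289 in CAST and 2.14 ± 0.414 in B6, with an adjusted limma p of 0.0664. It was called in 16 samples, and in 10 under the stricter threshold. This region lay within 3 kb of a TSS of 4933417O13Rik, so its signal cannot be assigned to Kcnq1 alone. The Kcnq1 promoter region (143106846 to 143107382) was called in 5 samples, and in 0 under the stricter threshold. In Adcy5, the promoter region was also the region with the largest difference (chromosome 16, 35156408 to 35156641). It was called in 7 samples, both of CAST, both of PWK, and 1 each of B6, NZO and WSB, and in 2 samples under the stricter threshold. The most variable regions of Nomo1, Abcc8, Pdx1 and Xist were called in 8, 9, 1 and 3 samples and in 2, 2, 0 and 0 under the stricter threshold.

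A pair of intron regions were chosen after their values were seen. The Adcy5 intron region (chromosome 16, 35255720 to 35256199) was called in both CAST samples (scaled signal 0.583 ± 0.159, SD) and both PWK samples (0.510 ± 0.146), and in no other sample. The Abcc8 intron region (chromosome 7, 46145216 to 46147875) was called in all 16 samples and had its lowest scaled signal in PWK (1.24 ± 0.242) and its highest in CAST (4.82 ± 0.243), with a limma adjusted p for strain of 0.0025.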

Values the study reported

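The study reported an average of 77.7 ± 4.1 M reads per sample without mitochondrial reads. It reported 51,014 accessible regions in total. It reported that 76.0% of these regions varied with strain at a false discovery rate of 0.05. Sex effects were reported for 50 peaks, of which 39 were on chromosome X. The correlation between the sexes of a strain was given as about 0.95, and the wild-derived strains were said to hold at least 80% of strain-specific peaks. Alignment to genomes made for each strain was reported to differ from alignment to the reference by 0.86% on average, with a range of 0% to 3.66%.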

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

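The test of the Y genes and the test of Y peaks per 1000 peaks were chosen only after the result was seen. Over 7 measures in 4 sets of samples, 28 groups were examined for a sample set apart from the others, and 2 were found, where chance alone gives about 1 in 20.

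The NZO female had the highest share of peaks on chromosome X among the 5 classical females, at 4.77% against 3.97% to 4.20% in the others, and its gap to the nearest was barely large enough to stand apart. Among the 20000 strongest peaks of each sample, its share was 3.41%, within the range of 3.01% to 3.77% of the other classical females. As 95.6% of those peaks of the NZO female lay in regions called in all 16 samples, this cannot tell whether the excess rests on weak peaks. That stays open along with a difference of the strain itself, as the strain has a single female.

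Chromosome Y peaks were left out of the comparisons, and every female list held some outside the pseudoautosomal region: 26 in 129, 11 in AJ, 18 in B6, 109 in CAST, 19 in NOD, 16 in NZO, 144 in PWK and 22 in WSB. Male cells or a wrong sex label are argued against by the genes Kdm5d, Eif2s3y, Uty and Ddx3y, which had a peak in 8 of 8 males and in 0 females. Of the Y regions with a female peak, 77.9% matched another chromosome (69.5% matched X), against 34.4% of those with male peaks alone. Reads from sequence shared with other chromosomes are a candidate explanation. The pooled share rests on CAST (74.0%) and PWK (80.7%), and in the other females it was 38.9% to 50.0%. In 8 of 8 strains the female share was still above that of the male of the strain. The regions with no match stay unexplained, and a strain difference in the X or Y sequence against the reference was not tested.

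The NOD male stood apart among the classical males with 1498 chromosome Y peaks, and the PWK male (1015) and the WSB male (2135) also had many, whereas the other males had 100 to 302. Longer lists alone do not account for this. Per 1000 peaks of a list, these 3 males had at least 6.70 Y peaks and the highest of the other males had 2.16. Their Y regions matched another chromosome in 34.7% to 37.4% of cases, against 7.29% to 31.9% in the other males. Most of them had no such match, and the females of the same strains, which carry the same X and autosomes, had at most 14.2% as many Y peaks. Both argue against sequence shared with other chromosomes as the main source. Repeats within chromosome Y and a difference between the Y chromosomes of the strains stay open, and neither was tested.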

How the results depend on the processing

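Alternatives with no IDR filter, with at least 0.5 of a region covered, with peaks over 5 kb left out, with the deposited mean signal or with GC bins were chosen after the data were seen, and the others before the data were examined. Of 206 alternative values for 14 comparisons, 164 kept their direction and their side of the threshold or stayed close, 18 were weaker, 3 reversed and 21 moved. In each case below the cause was not tested unless stated.

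The difference in peak number between strain classes was 18789 under the stricter threshold (exact p = 0.0714), and 34393 to 46498 without each sample in turn, where it missed the threshold without the NZO female (37054) and without the PWK male (36662). The log2 ratio of female to male peaks was not past the threshold. It became -0.00030 on the autosomes, -0.0261 without AJ and -0.0287 without WSB. Without each strain in turn it was -0.0287 to 0.0742. It was 0.0798 under the stricter threshold, and the same ratio for bases covered was 0.139. The median r between the sexes was 0.985 on the linear scale.

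The number of regions in all strains was 38614 with no IDR filter, 37917 when a female peak that overlapped a male peak counted as reproducible, and 8855 with at least 0.5 of a region covered. A more permissive list and a stricter overlap rule change this count by construction. Without each strain in turn it was 21103 to 24017. Several results kept their direction and their side of the threshold under every alternative run. These were the share of single-strain regions in wild-derived strains (87.0% to 94.4%), and the signal (-1.67 to -1.55) and promoter share (-33.3 to -27.7 points) of those regions. The others were the overlap of same-strain pairs (0.541 to 0.580), the similarity within classes pooled over both classes (0.0521 to 0.0813) and the X share by sex (1.06 to 1.21 points). The ranges in brackets are those without each strain or sample in turn.

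Regions called in one sex numbered 53 with 7 of 8 samples and at most 1 exception, a looser rule, and 1 to 19 without each strain, with exact p up to 0.203.

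The share of regions with a strain effect was 62.3% with no centring and 15.3% to 48.5% without each strain, the lowest without CAST. Regions with a sex effect numbered 0 with no centring (2037 with an unadjusted p under 0.05), 0 with no strain term (310), 8 in the 0.5 of regions with the higher mean signal, 11 with limma-trend, 1 with the mean signal, and 0 to 6 without each strain. No replicate numbers pair the samples, and the strain term is the pairing of the female and the male of a strain. With no centring, the median log2 difference between the sexes was 0.17 against -0.01 with it. Regions with a class effect numbered 73 with no centring (38 higher and 35 lower, against 3 and 11), 3 in the stronger regions, 40 when at least 12 samples were enough, and 0 to 355 without each strain or sample. The median class difference was 0.13 with no centring against -0.05. The count for class thus changes with single libraries, and that for sex with single strains. Single libraries were not left out of the sex test.

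Of 41 values for single regions, 28 stayed, 4 were weaker and 9 moved. The weaker ones were the 3 named sex regions tested among more regions and the Hk1 region with GC bins. Among more regions, 3 regions other than the 3 that the rule named had a sex effect. The 9 that moved were numbers of samples with a peak under the stricter threshold. An overlap of at least 0.5 of a peak with a region was not run, since every peak lies inside its merged region and the rule moves nothing. The study states a mean number of reads over the samples, which is quoted above, but the totals of single samples were not used here, so peak numbers were not compared at equal depth.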

Other observations

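The tests of the X share and the X signal, of lost reads, of list length, of peaks outside the shared regions and of other arrangements of the samples were chosen only after the result was seen. The lists with equal numbers of peaks, used for list length, were themselves set before the data were examined. Centring within GC bins and the lists with no IDR filter were added after the data were seen. The other tests were set before the result, apart from those marked below as looked at afterwards.

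The regions counted here numbered 83805. That is higher than the value quoted from the study above, whose later trimming against chromatin states was not repeated here. The share of regions with a strain effect here was 34.9%. That is lower than the value quoted from the study above. Regions with a sex effect numbered 4 in that same set, all on chromosome X. That is lower than both values quoted from the study above. A region that lacked a peak in any sample, such as that at the Xist TSS, was not in the test here. The study ascribes its own small number largely to the use of both sexes to define the peaks of a strain.

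The wild-derived strains had 40446 more peaks than the classical strains. Loss of reads from diverged genomes against the reference would give fewer peaks in them, and the difference had the other sign. A lower calling threshold in some libraries may be the source. The level set in advance, a scaled signal of at least 0.5, gave a difference of -32.8 peaks (exact permutation test over 56 splits, p = 1). On average 79.4% of the peaks at that level lay inside regions called in all 16 samples, which leaves less room for a difference, so lower levels were looked at afterwards, 4 levels in all. Outside the shared regions the difference was 7969 at 0.2 (exact permutation test over 56 splits, p = 0.321), 4921 at 0.25 (exact p = 0.464), 2266 at 0.3 (exact p = 0.679) and 1040 at 0.5 (exact p = 0.696). With all peaks it was 5505 at 0.2 (exact p = 0.5), 2685 at 0.25 (exact p = 0.696) and 126 at 0.3 (exact p = 1). The level of 0.25 lies above the 10th percentile of every list (at most 0.236). No level gave a difference past the threshold, so much of the excess may consist of peaks that are weak relative to the shared regions of the same library. With 3 strains against 5, a smaller true difference is not excluded, and a biological difference between the classes was not tested apart from this.

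List length alone was not enough for the share of single-strain regions in wild-derived strains, which was 54.0% with equal numbers of peaks (exact p = 0.0357) where 37.5% would be had with no difference between strains, although most of the excess over that value was lost. PWK had fewer single-strain regions (1590) than CAST (11418) and WSB (7838). Its male had the lowest median signal of all libraries. In the female lists alone the gap was smaller, but PWK still had 0.543 of the mean of CAST and WSB (16607 against 25971 and 35142). This argues against that male library as the whole cause and leaves open that it is a part. The female lists had no IDR step, and that of PWK was also shorter (127806 peaks against 147245 in CAST and 173735 in WSB). With equal numbers of peaks PWK had the most (1958), so the order of the wild-derived strains depends on list length.

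With the filtered lists, NZO was the strain most often missing from regions present in the other 7 strains. Of the 3007 regions, 97.2% had a peak in both NZO sample lists. This is consistent with a loss at the IDR and trimming steps, and with no IDR filter NZO (1655) came after AJ (2977) and PWK (1881). It is not particular to NZO, since the same share was 96.5% in 129, 98.4% in B6, 90.8% in NOD and 89.8% in AJ, and lower in PWK (75.7%), CAST (56.6%) and WSB (47.9%). The NZO list also had the largest share of peaks with an IDR above 0.05 (58.7%). The lowest r between the sexes was also that of NZO. GC content explained 24.9% of the variance of its female to male difference, the largest of the 8 strains, and within GC bins its r was 0.865, still the lowest. GC content may thus be a part and not the whole of it, and a difference in library quality between its samples stays open.

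Neither test of the higher X share of females decided between explanations. Among the 20000 strongest peaks of each sample the difference was 0.101 points (exact sign-flip test, p = 0.5625, higher in 5 of 8 strains), but on average 94.6% of these peaks lay in regions called in all 16 samples, where presence cannot differ by sex. Under the stricter threshold the difference was 0.403 points (exact sign-flip test, p = 0.0156), and with equal numbers of peaks 0.592 points (exact p = 0.0078). It was thus smaller than the 1.17 points of all peaks but did not vanish. This argues against weak peaks as the whole source, and how much of the excess rests on them stays open. The female to male log2 signal of X regions relative to autosomes was 0.0105 (exact p = 0.828, from -0.20 to 0.25 across strains), a value near 0 over regions that go both ways, and the 4 regions with a sex effect were X regions higher in females, so a higher signal at shared X regions stays open too. A real gain of weakly accessible sites on the X chromosomes of females, where the labels give the sex, stays open and was not tested. Other ways in which the sexes differ on chromosome X were not examined, so no source of the difference is settled here.

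The strain effect was tested against other pairings of females with males. For strain and for sex a set of arrangements was drawn, and not all possible ones were run. Of 100 arrangements, 1 gave as many regions, the real one, and the largest of the others gave 8333. For sex, 1 of 100 exchanges of the sexes within strains gave as many as 4 regions, again the real one, and the others gave 0. For strain class, 2 of the 56 splits of the 8 strains gave as many as 14 regions, and the largest of the others gave 16. After centring within GC bins, the strain effect was called in 40.5% of regions, the class effect in 13 regions and the sex effect in 5 regions, so GC content is not their whole cause. A hypothesis left by these tests is that the strain effect is biological in part, but CAST weighs heavily in it (15.3% of regions without CAST), and differences in read depth and reference mapping between strains were not tested here. The study itself compared alignment to the reference with alignment to genomes of the single strains, as quoted above.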
